A study of Homo sapiens with 6 samples.

How the data were processed

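Poly(A)-selected RNA from OVCAR-5 cells was sequenced as 6 libraries, 3 from cells carrying a control short hairpin RNA (shCtrl) and 3 from cells in which SCD was stably knocked down by a hairpin (shSCD). Group and replicate number were both read from the sample titles. In the sample characteristics the hairpin name stood in the field for passage and the field for the hairpin read unknown, so those fields were not used.

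The deposited data were 1 table of raw read counts per library, each giving a whole-number count for the same 56655 gene symbols. The tables had no header, and neither they nor the labels recorded the aligner, the counting program, the genome build, the annotation or whether strand was used, so none of these is stated here. The labels' protocols recorded poly(A) selection and a library kit and mentioned no molecular identifiers. Replicates were deposited separately and had not been pooled. Of the symbols, 55370 (97.73%) occur in GENCODE release 29. Positions given in the text are those of the gene of that symbol in GENCODE release 29 on GRCh38 and were not taken from the deposited tables. For GUCY1A3, a symbol that release does not use, the position is that of GUCY1A1, the gene for which RefSeq lists it as a synonym. Reads shared by overlapping genes, antisense genes or close paralogs could have been assigned either way by the authors' counting. AKR1C2, which has close paralogs, and the non-coding loci NMRAL2P and AC104083.1 are therefore uncertain. Exons of DDIT3 overlap genes on the opposite strand over 31.6% of their bases, and the other genes chosen by the rule given here with such an overlap do so over at most 12.5%. OSGIN1 shares 13.9% of its exonic bases with a gene on the same strand.

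Counts were analysed as deposited with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its default minimum count of 10 and minimum total of 15, which left 16131 genes. Libraries were scaled by the trimmed mean of M-values (TMM). Dispersions were estimated, and shSCD was compared with shCtrl by the quasi-likelihood test (glmQLFit and glmQLFTest) on all 6 libraries with no covariate, with Benjamini-Hochberg adjustment over the tested genes and a threshold of 0.05. Its tests and those of the gene lists were two-sided. The standard error of a log2 fold change is its size divided by the square root of the F statistic. CPM values are counts relative to the TMM-scaled library total, computed here from the deposited counts, and are given as mean ± SD over the 3 libraries of a group. A fold change of 2 was applied to the estimate after the test.

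Lists of genes (11 in all) covering stress responses, lipid metabolism, apoptosis, interferon-stimulated genes and proliferation were written from general knowledge. They were tested with camera (limma 3.58.1) on edgeR's fit at a fixed inter-gene correlation of 0.01, with adjustment over the 11 lists. A list's value is the mean log2 fold change of its tested members. SCD was left out of the lists. In the lists, 9 members were found in the tables only under the symbol that GENCODE release 29 gives to the same Ensembl gene.

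The genes named in the text followed a rule. They were SCD, fixed sets of fatty acid genes (SCD5, FADS1, FADS2, FASN, ACACA, ELOVL5, ELOVL6 and SREBF1) and of endoplasmic reticulum stress genes (HSPA5, DDIT3, ATF4, XBP1, ATF3 and DNAJB9), and the 5 largest rises and 5 largest falls among genes past the threshold. These last had an average log2 CPM of at least 1 and all 3 values of one group above all 3 of the other, and 1 of them is not reported here. Up to 3 members with the smallest p of each list past the threshold were added. Grouping, tests, lists, this rule and the alternatives were fixed before the data were examined, except where the text says otherwise.

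Total counts ranged from 14264288 to 25355035 per library. Without molecular identifiers reads are not independent molecules, so the floor of 3 counts used for genes close to absent in one group covers counting error only. The groups share replicate numbers 1 to 3, taken from the titles, which do not say whether same-numbered cultures were handled together. A fit with the replicate number as a block was therefore run beside the fit without it. Deviations of log2 CPM from the group means (prior count 2) were correlated between same-numbered libraries. Deviations sum to 0 within a group, so the value for differently numbered libraries follows from that for same-numbered ones and is not given. Possible duplicate libraries were examined with a chi-square statistic per degree of freedom over genes with at least 20 counts in a pair.

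GC content and length were taken from the longest GENCODE release 29 transcript of each symbol and were known for 98.3% of tested genes. The GC-content offset was, for each library, the lowess trend (span 0.3) of a gene's log2 CPM minus its mean over the 6 libraries against GC content. It was entered into the edgeR model without reference to group. Alternatives were DESeq2 size factors or total counts in place of TMM, no count filter or at least 10 counts in every library, the DESeq2 1.42.0 Wald test, limma voom, the replicate block, the GC-content offset alone and with the block, libraries thinned at random to the smallest total, glmTreat against a 2-fold change, an adjusted p under 0.01, fry or an estimated inter-gene correlation for the lists, and leaving out each library in turn. A transcript-length offset and the summing of shCtrl replicates 2 and 3 were added after the data had been seen.

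For the chromosomal distribution, tested genes of chromosomes 1 to 22 and X were cut into 320 consecutive windows of up to 50 genes. A window passed when its median log2 fold change, less the median of all genes, exceeded in size the 95th percentile of the largest window median over 1000 shuffled gene orders. The procedures were tested on simulated data drawn from the real means, library sizes and dispersions with 200 of 16131 genes changed. edgeR called 84.7% of the genes changed 2-fold and 38.4% of those changed 1.41-fold, and 2.4% of its calls fell on unchanged genes. Genes were drawn independently and without the GC trends of the real libraries, so these values do not measure error rates in the real data. With a simulated GC trend in one group and no gene changed, 3906 of the 16131 genes were called without the GC-content offset and 0 with it. That trend was the same in every library of the group, whereas the real trends differed within groups. Figures were drawn with matplotlib 3.10.9.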

Results

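The transcriptome of OVCAR-5, an established human ovarian cancer cell line, was measured by poly(A) RNA sequencing with and without stable knockdown of SCD. This gene encodes stearoyl-CoA desaturase, the enzyme that turns saturated into monounsaturated fatty acids. Cells carrying a control hairpin (shCtrl, n = 3) or an SCD hairpin (shSCD, n = 3) were kept for 48 hours in medium with 1% serum before harvest. The design asks how loss of SCD changes expression genome-wide when little lipid is supplied from outside. The titles do not say whether the replicates of a group come from separately selected lines. They name no other SCD hairpin, so loss of SCD cannot be separated here from other effects of the hairpin or of selection. The shCtrl libraries held 25355035, 15537816 and 22934708 counts for replicates 1, 2 and 3, and the shSCD libraries held 22064772, 14264288 and 22756601. Mitochondrially encoded transcripts took 8.36% ± 0.457 (SD, n = 3) of counts in shCtrl and 8.39% ± 0.6 (SD, n = 3) in shSCD.

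Before the groups were compared, the spread between replicates was examined. Pearson's r of log2 CPM across genes, which are not independent replicates, ranged from 0.9854 to 0.995 within groups and from 0.9779 to 0.9902 between groups. Within shCtrl, replicates 2 and 3 differed by a chi-square of 1.67 per degree of freedom, against 9.70 to 35.2 for the pairs of shSCD and 10.6 and 12.3 for the other pairs of shCtrl. A value of 1.67 exceeds counting noise, which does not by itself separate different cultures from repeat preparations of 1 culture. The 3 shCtrl libraries were analysed as separate samples because the labels number them so. With replicates 2 and 3 summed into 1 library, an alternative chosen after the data were seen, 745 genes were called in the comparison below in place of 1053. The libraries differed in how counts depended on GC content. Across genes, Spearman's rho between GC content and a library's deviation from the gene mean was -0.542, 0.077 and -0.041 for shCtrl replicates 1, 2 and 3, and -0.541, 0.598 and 0.348 for shSCD replicates 1, 2 and 3. The common biological coefficient of variation was 11.1%, and it was 5.97% when the GC trend of each library was included in the model as an offset.

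**Figure D1:**
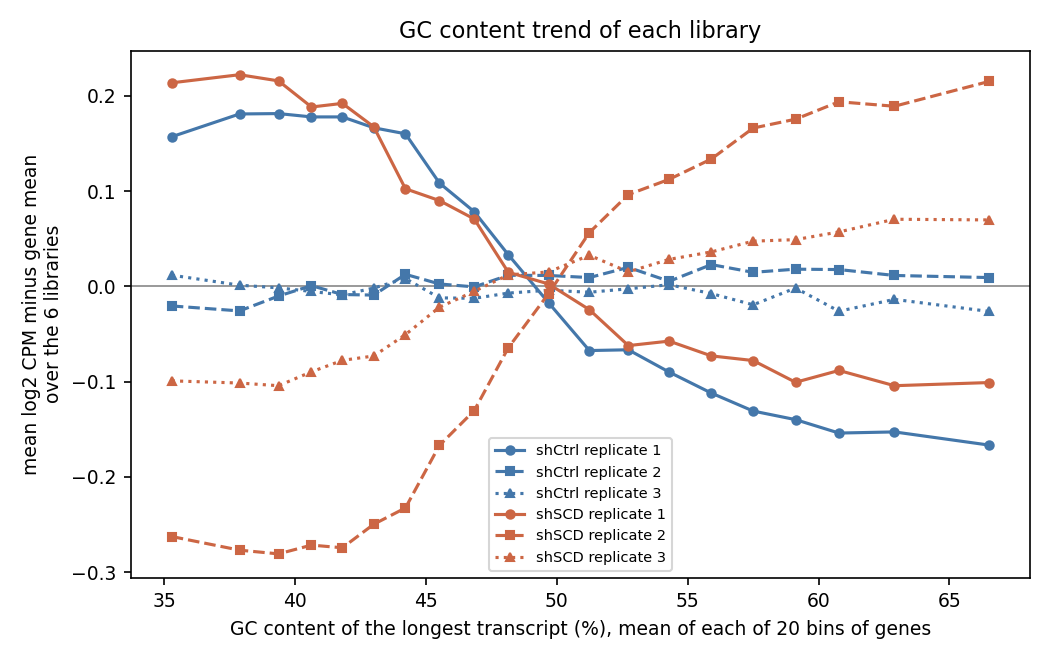
GC content trend of each library. The x axis is the GC content (%) of the longest transcript, averaged in each of 20 bins of genes, and the y axis is the mean log2 CPM minus the gene's mean over the 6 libraries; each line is a library, coloured by group. Replicate 1 of both groups falls with GC content, shSCD replicates 2 and 3 rise, and shCtrl replicates 2 and 3 stay near 0.

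The targeted gene was examined first. SCD lies on chromosome 10 (100347124 to 100364834, plus strand). It was measured at 3262 ± 68.3 CPM (SD, n = 3) in shCtrl and at 1097 ± 38.8 CPM (SD, n = 3) in shSCD, from 50629 to 82286 counts per shCtrl library and 15190 to 26269 per shSCD library. The log2 fold change was -1.57 (SE 0.0907), which leaves 33.6% of the control level, with an adjusted p of 1.86e-06 in edgeR's quasi-likelihood test, and every shSCD library lay below every shCtrl library. With the replicate number as a block the change was also -1.57. The alternative that moved it most, leaving out shSCD replicate 3, gave -1.61. SCD ranked 12 by mean CPM among tested genes in shCtrl and 70 in shSCD.

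**Figure D2:**
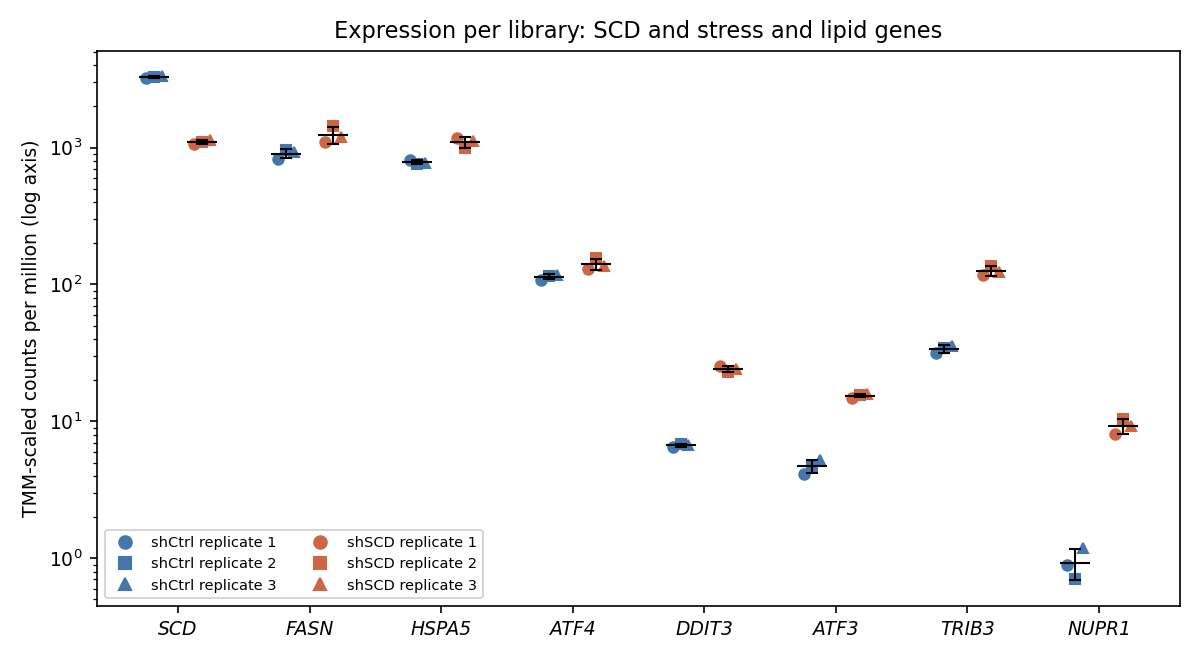
Expression per library of SCD and 7 stress and lipid genes. The y axis is TMM-scaled CPM on a log scale; points are libraries (3 per group), and horizontal bars with error bars are the group mean and SD. SCD is lower in all 3 shSCD libraries, and DDIT3, ATF3, TRIB3 and NUPR1 are higher in all 3.

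Of 16131 genes tested, 1053 (6.53%) had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Of these, 564 were higher and 489 were lower in shSCD. The change reached 2-fold in 251 of them, 114 higher and 137 lower, and 34.9% of the called genes changed by less than 1.5-fold. The 3 values of one group lay entirely above those of the other for 4235 genes, or 26.25% of those tested, where chance gives 10%. With the replicate number as a block, 4167 genes were called (2215 higher, 1952 lower), including each of the 1053, and 325 reached 2-fold. The deviations of same-numbered libraries correlated with a mean r of 0.236 across genes. By number, the correlation was 0.495 for replicates 1, 0.223 for replicates 2 and -0.0088 for replicates 3. After the GC trend was removed, the same-number mean was 0.085. The GC-content offset without the block gave 3409 called genes (1726 higher, 1683 lower), 298 of them changed 2-fold. The block together with the GC-content offset moved the count most, to 4630 genes (2410 higher, 2220 lower).

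**Figure D3:**
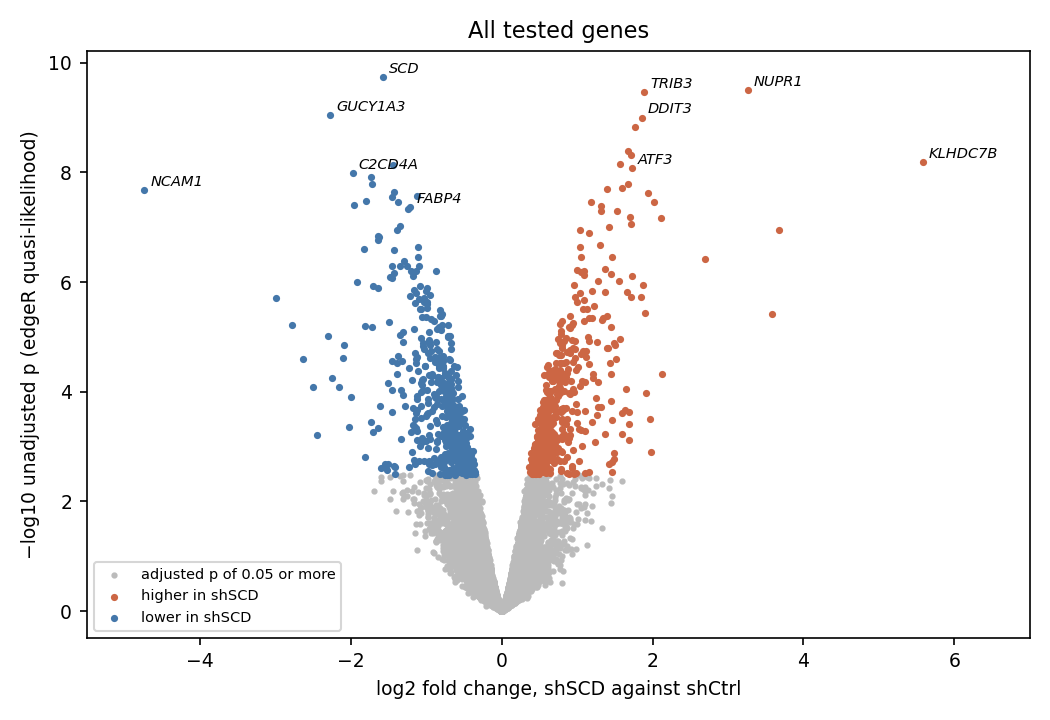
All 16131 tested genes. The x axis is the log2 fold change of shSCD against shCtrl and the y axis is −log10 of the unadjusted p of edgeR's quasi-likelihood test; coloured points are the 564 genes higher and 489 lower at an adjusted p under 0.05. SCD has the smallest p, and KLHDC7B and NCAM1 lie far out on the x axis.

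Among genes with an average log2 CPM of at least 1, the largest rise was that of NUPR1 on chromosome 16 (28532708 to 28539174), from 0.929 ± 0.241 to 9.21 ± 1.16 CPM (SD, n = 3 per group), a log2 fold change of 3.26 (SE 0.196) with an edgeR adjusted p of 1.86e-06. BHLHA15 on chromosome 7 (98211427 to 98212979) rose by 2.11 on the log2 scale, and the pseudogene NMRAL2P on chromosome 3 (185959943 to 185980872) by 2.02. LAMP3 on chromosome 3 (183122213 to 183163839) rose by 1.93, and TRIB3 on chromosome 20 (362835 to 397559) rose by 1.89, from 33.7 ± 2.11 to 125 ± 10.4 CPM (SD, n = 3 per group). The largest fall was that of GUCY1A3 on chromosome 4 (155666711 to 155732349), from 14.01 ± 0.964 to 2.86 ± 0.399 CPM (SD, n = 3 per group), a log2 fold change of -2.27 (SE 0.149) with an edgeR adjusted p of 3.24e-06. The non-coding locus AC104083.1 begins 2099 bases downstream of it on the same strand and had a log2 fold change of -1.82. The log2 fold change was -1.97 for C2CD4A on chromosome 15 (62066977 to 62070917) and -1.96 for TCIM on chromosome 8 (40153455 to 40155308). For these 9 genes the adjusted p stayed under 0.05 in every alternative with a value for each gene. The highest was 0.000182 for BHLHA15. The glmTreat test was summarised only as a count of genes and is not among these alternatives. NUPR1 rested on 11 to 27 counts per shCtrl library.

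The comparison next addressed the other genes of fatty acid synthesis, elongation and desaturation. The other stearoyl-CoA desaturase gene, SCD5, was measured at 33.9 ± 1.37 CPM in shCtrl and 32.2 ± 0.938 CPM in shSCD (SD, n = 3 per group), and its log2 fold change of -0.08 (SE 0.108) was not past the threshold (edgeR adjusted p 0.739). FADS2, which encodes a further desaturase, was at 47.6 ± 0.158 CPM in shCtrl and 47.3 ± 5.11 CPM in shSCD (SD, n = 3 per group; edgeR adjusted p 0.963). FADS1 (log2 fold change 0.14), ACACA (-0.11), ELOVL5 (-0.16), ELOVL6 (-0.35) and SREBF1 (0.17) were also not past the threshold, with edgeR adjusted p from 0.238 to 0.609. ELOVL6 passed it with the replicate number as a block (log2 fold change -0.37, edgeR adjusted p 2.42e-05) and with the GC-content offset (log2 fold change -0.28, edgeR adjusted p 0.0239). ELOVL6 and ELOVL5 also passed when shSCD replicate 1 was left out (edgeR adjusted p 0.00036 and 0.0363). FASN, on chromosome 17 (82078333 to 82098332), rose from 903.7 ± 68.9 to 1243 ± 177.7 CPM (SD, n = 3 per group), a log2 fold change of 0.46 (SE 0.116; edgeR adjusted p 0.0304). That call was lost in 4 of the 6 fits that each left out a library.

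Genes of the endoplasmic reticulum (ER) stress response rose unequally. DDIT3, which encodes CHOP and lies on chromosome 12 (57516588 to 57521737), rose from 6.68 ± 0.18 to 24.1 ± 1.23 CPM (SD, n = 3 per group), a log2 fold change of 1.85 (SE 0.122; edgeR adjusted p 3.24e-06). ATF3 on chromosome 1 (212565334 to 212620777) rose from 4.68 ± 0.517 to 15.4 ± 0.464 CPM (SD, n = 3 per group), a log2 fold change of 1.72 (SE 0.135; edgeR adjusted p 1.11e-05). DNAJB9 rose by 1.13 on the log2 scale (SE 0.147; edgeR adjusted p 0.000457). HSPA5, which encodes the chaperone BiP and lies on chromosome 9 (125234853 to 125241330), rose from 783.8 ± 26.5 to 1092 ± 94.0 CPM (SD, n = 3 per group), a log2 fold change of 0.48 (SE 0.0990; edgeR adjusted p 0.0105). Its adjusted p ranged up to 0.09 among the fits that left out a library. ATF4 itself had a log2 fold change of 0.31 (SE 0.108) that was not past the threshold (edgeR adjusted p 0.114), although all 3 shSCD values lay above all 3 shCtrl values. It passed with the replicate number as a block (log2 fold change 0.30, edgeR adjusted p 0.000904), with the GC-content offset (log2 fold change 0.21, edgeR adjusted p 0.00896) and without shSCD replicate 1 (edgeR adjusted p 0.0114). The change of the XBP1 gene-level count was not past the threshold (log2 fold change 0.03, edgeR adjusted p 0.890), a measure that does not separate spliced from unspliced XBP1.

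Of the 11 gene lists, 9 had an adjusted p under 0.05 in camera at the fixed inter-gene correlation. With the replicate number as a block 8 did, and when the correlation was estimated from the data 1 did. In fry, a self-contained test, 10 did. The list of PERK-ATF4 targets, the arm of the stress response that runs through translation control, had a mean log2 fold change of 0.73 over 42 genes, 41 of them higher and 27 past the gene-level threshold. Its adjusted p was 6.16e-43 in camera, 0.000263 in fry and 0.0131 in camera with the estimated correlation. It was the only list past the threshold in all 3 tests. The list of NRF2 targets, genes of the oxidative stress response, had a mean log2 fold change of 0.55 over 28 genes, 26 of them higher and 14 past the gene-level threshold (camera adjusted p 7.01e-18, and 0.0949 with the estimated correlation). Its members with the smallest p were OSGIN1 (log2 fold change 1.32), AKR1C2 (1.71) and AKR1B10 (1.10). The list of NF-kB targets had a mean of 0.29 over 25 genes (camera adjusted p 0.00369), led by CXCL2 (1.57), TNFAIP3 (0.85) and IL32 (0.67).

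The remaining lists moved less. The ATF6 and IRE1-XBP1 list of ER chaperones and degradation genes had a mean log2 fold change of 0.14 over 41 genes (camera adjusted p 0.00939), and 25 of its genes were higher and 16 lower. HERPUD1 (1.04) and SEC61A1 (0.55) led it beside DNAJB9. The apoptosis list had a mean of 0.16 over 36 genes (camera adjusted p 0.0482, and 0.0586 with the replicate block). BBC3 (1.11), HRK (1.69) and FAS (0.72) led it, HRK at a mean of 0.784 CPM in shSCD. The cholesterol biosynthesis list had a mean of 0.14 (camera adjusted p 0.0229), with LSS (0.48) and MVD (0.51) past the gene-level threshold and DHCR7 (0.39) not. The fatty acid synthesis list, which excludes SCD, had a mean of 0.13 (camera adjusted p 0.0229), led by ACSS2 (0.80), ME1 (0.67) and FADS3 (0.62). Of its 21 genes, 12 were higher and 9 lower. Its median of 0.083 lay at percentile 84.72 of 10000 random lists matched on expression, inside their central range of -0.085 to 0.134. The cell cycle list had a mean of 0.13 (camera adjusted p 0.0209). Of its named members, CDC20 (0.42) was past the gene-level threshold and CDC25A (0.39) and PLK1 (0.37) were not. The call of CDC20 was lost in 5 of the 6 fits that each left out a library, those of LSS, MVD and DECR1 in 4, and those of FAS and HRK in 2. With the replicate block DHCR7, CDC25A and PLK1 also passed, with edgeR adjusted p of 7.1e-06, 0.00112 and 3.85e-05. The fatty acid oxidation list was lower, with a mean of -0.10 over 29 genes (camera adjusted p 0.0341). Its members FABP4 (-1.21) and DECR1 (-0.47) were called lower and ACSL1 (0.78) was called higher. FABP4 and DECR1 both lie in the region of chromosome 8 described next. Lists of phospholipid and triacylglycerol assembly (mean 0.036, camera adjusted p 0.583, fry adjusted p 0.0171) and of interferon-stimulated genes (mean 0.045, camera adjusted p 0.790) were not past the camera threshold. When the 6 libraries were split in ways that mixed the groups, 0 to 4 lists passed the same camera threshold. Such splits place a group difference within each side, so this is not a rate of false calls.

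**Figure D4:**
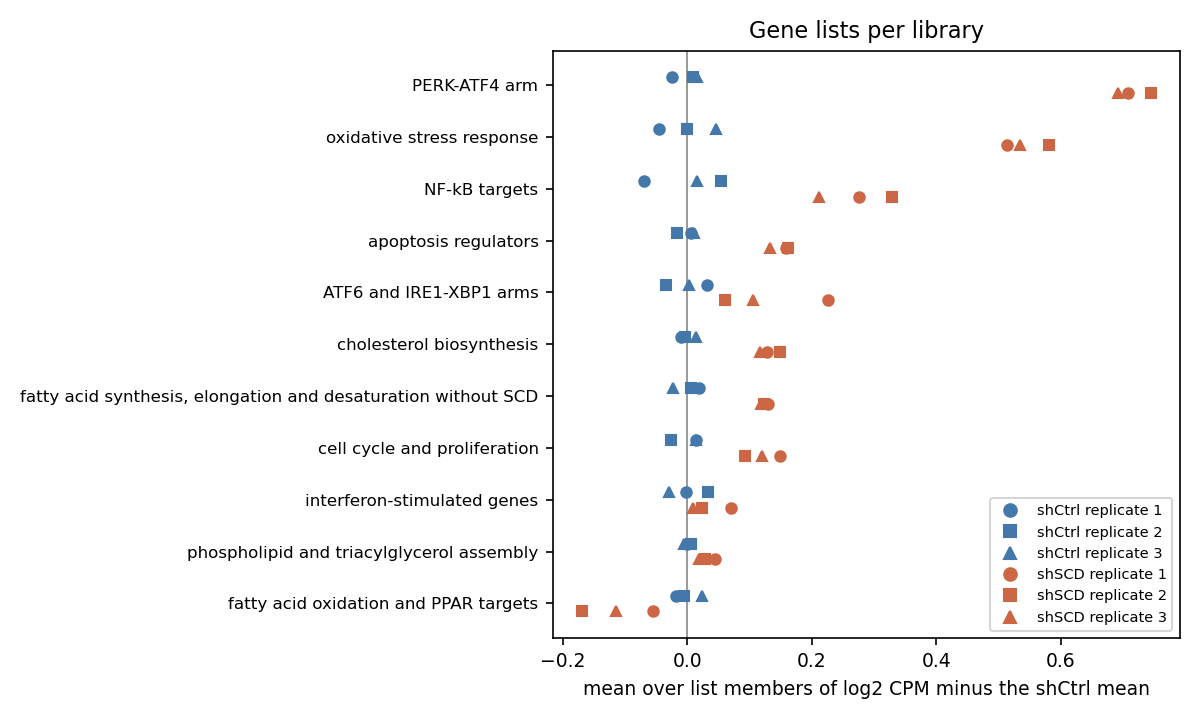
Gene lists per library. The x axis is the mean over a list's members of log2 CPM minus the shCtrl mean, with a row for each of the 11 lists and a point for each of the 6 libraries. The shSCD libraries lie between 0.691 and 0.745 for the PERK-ATF4 list and overlap the shCtrl libraries for interferon-stimulated genes.

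Fold changes were also laid out along the chromosomes. Of 320 windows of up to 50 neighbouring tested genes, 7 had a median beyond the level set by shuffled gene orders (0.18 on the log2 scale), and 5 of these were adjacent on chromosome 8, from 37762593 to 109345953. The 250 tested genes of that region had a median log2 fold change of -0.26, and 84.8% of them were lower in shSCD, against 47.5% of all tested genes. With the GC-content offset the region's median was -0.19, and 4 of its 5 windows passed. TCIM, FABP4 and DECR1 lie in this region.

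**Figure D5:**
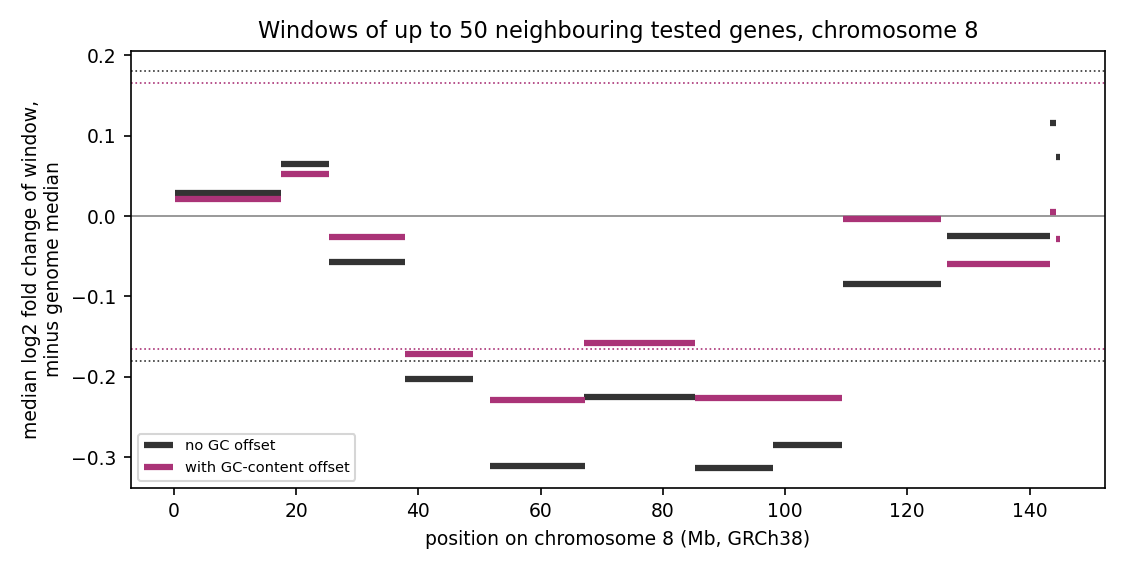
Fold changes along chromosome 8. The x axis is the position in Mb (GRCh38) and the y axis is the median log2 fold change of a window of up to 50 neighbouring tested genes less the median of all genes, without and with the GC-content offset; dotted lines are the levels set by shuffled gene orders. Windows between 37.8 and 109.3 Mb lie below the rest of the chromosome in both fits.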

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

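The transcript-length offset and the summing of shCtrl replicates 2 and 3 were chosen after the data had been seen. The fall of SCD, its direction and its call held in the 18 alternatives run for it, from -1.61 to -1.54 on the log2 scale, and from -1.61 to -1.55 across the 6 fits that each left out a library. What varied was the number of genes called. Against 564 genes higher and 489 lower, the replicate block gave 2215 and 1952, the GC-content offset 1726 and 1683, the replicate block with the GC-content offset 2410 and 2220, and an adjusted p under 0.01 gave 223 and 247. Summing shCtrl replicates 2 and 3 into 1 library gave 326 higher and 419 lower. Leaving out one library gave from 277 to 1836 genes higher and from 309 to 2010 lower. The balance turned: 53.6% of the 1053 calls were higher, against 43.8% with the summed library and from 42.9% to 47.7% across the fits that each left out a library. On all 6 libraries it was 47.3% with at least 10 counts in every library and 49.8% with the transcript-length offset. Changed scaling, no filter, DESeq2's Wald test, limma voom, thinning, the replicate block and the GC-content offset gave 49.3% to 53.2%. Among the fits that each left out a library, the maximum of each count came without shSCD replicate 1 and the minimum without shSCD replicate 3.

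Of the 1053 called genes, 99.7% were called in the same direction with the GC-content offset and 100% with the replicate block. A value bears on the cause of the gain: the common biological coefficient of variation fell from 11.1% to 5.97% with the offset, to 6.25% with the block and to 4.18% with both. The block left 2 residual degrees of freedom, and edgeR then estimated the same relative spread for every gene, so its very small p-values rest on that pooling. Leaving out shSCD replicate 3 kept 53.8% of the calls.

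Genes changed at least 2-fold were steadier, from 251 to 392 across the fits that each left out a library against 251 in the main analysis. The count was lower with at least 10 counts in every library (194), an adjusted p under 0.01 (198) and thinning (219). It was 354 with no count filter. Only the stricter glmTreat test, which asks whether the change exceeds 2-fold, gave far fewer, 30 genes. DESeq2's Wald test called 1188 genes and limma voom 1057, and these included 92.2% and 97.2% of the 1053 in the same direction. Scaling by DESeq2 size factors or total counts moved the median log2 fold change of all genes by less than 0.1 and the share of calls that were higher from 53.6% to 49.3% and 52.9%.

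For the gene lists, camera with an estimated inter-gene correlation left 1 of 9 lists past the threshold, fry passed 10, and leaving out one library left from 3 to 9. The PERK-ATF4 list passed in each alternative. Among single lists, 32 values under an alternative lost the call, their adjusted p no longer past the threshold, and 1 gained it. Among single genes, 39 lost the call and 23 gained it. These counts record calls only, and the log2 fold change did not always move the same way. The reversals concerned genes near 0. FADS2 turned to 0.012 with the transcript-length offset, and ranged from -0.11 to 0.064 across the fits that each left out a library. XBP1 turned to -0.022 with the transcript-length offset, and ranged from -0.028 to 0.079 across those fits. The cause of these reversals was not tested, nor was that of the changes when a library was left out or shCtrl replicates 2 and 3 were summed. HRK has no value under the filter of at least 10 counts in every library, which removed it. Thinning to the smallest total of 14264288 counts kept 78.2% of calls and reduced the tested genes from 16131 to 15116. The loss of power alone could give this, so it does not show that a difference in depth produced any call.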

Other observations

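Of the tests in this part, those of GC content on the replicate spread and on the chromosome 8 region, and the retests of lists without their members in that region except the first for fatty acid oxidation, were chosen after their results had been seen, and the chromosome 8 region, KLHDC7B, NCAM1, INHBE and RGS16 were singled out after their values had been seen. The other tests had their criteria set before the tested value was known.

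Much of the spread between replicates in these libraries follows GC content. With the GC-content offset the common biological coefficient of variation was 5.97%, against 11.1% without it. A candidate explanation is a difference in library preparation or amplification between libraries, for which no label gives a batch. Replicate 1 of both groups shares one GC trend, and after the trend was removed the mean correlation of same-numbered libraries fell from 0.236 to 0.085. With the offset 99.7% of the 1053 genes were called in the same direction. Because the offset also lowered the spread, a gene can lose part of its change and still be called. The share kept therefore cannot exclude a part played by GC content in the size of the changes. The offset was estimated without the group labels, but the log2 fold change itself correlated with GC content across genes (Spearman's rho 0.289). An offset of this kind may therefore also remove a real difference that follows GC content. The closeness of shCtrl replicates 2 and 3 was tested against the same explanation. After adjustment for GC content their chi-square per degree of freedom was 1.52, while the other pairs within groups ranged from 4.20 to 13.1, so GC content accounts for part of the contrast and did not explain the rest, for which no other cause was tested.

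The calls were tested against further technical explanations. Of the 4 splits of the 6 libraries that part every same-numbered pair, 1, the real one, gave as many called genes. It was also 1 of 4 for genes changed at least 2-fold and 1 of 4 for lists past the threshold. A design of this size cannot give a share under 0.05, so chance cannot be excluded by this test. The other 3 such splits called 0 genes, with 82 to 143 genes at an unadjusted p under 0.05 against 3364 for the real split, and 2 to 3 lists passed in them. The 6 splits that keep 2 same-numbered pairs together also called 0 genes, with 90 to 2404 at an unadjusted p under 0.05. All these splits mix shCtrl with shSCD libraries, so a group difference adds to the spread within each side. Part of the lack of calls therefore follows from the design, and these counts are not a null level. A transcript-length offset kept 97.9% of the calls, and removing mitochondrial genes and the 10 genes with the most counts kept 98.7%. Thinning kept 78.2%, just under the 80% set beforehand, so a part played by depth cannot be excluded. The pseudogene SCDP1 had 0.0245% as many counts as SCD in the shSCD libraries, which does not show whether reads of the pseudogene were assigned to SCD.

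A stretch of chromosome 8 was lower as a block in shSCD. Of the called genes with a place in a window, 3.77% lay in windows past the shuffled level, so regional shifts account for few of the calls. Within the region from 37.8 to 109.3 Mb, 84.8% of 250 tested genes were lower. The median of the region lay at percentile 0 of 10000 random lists matched on expression and GC content, whose lowest median was -0.11. As the region was chosen for its low window medians, these values describe it and are not independent tests. With the GC-content offset the median was -0.19, or 12.5% below the control level, which keeps less of the uncorrected -0.26 than the 80% set as the criterion, so GC content accounts for part of the size. With the GC trend removed, the region's median was -0.17, -0.21 and -0.20 in the shSCD libraries and -0.004, -0.007 and 0.011 in the shCtrl libraries, a gap of 0.16 between the nearest libraries of the groups. Without that removal shSCD replicate 1 (-0.036) and shCtrl replicate 2 (-0.056) overlapped, although shSCD lay below shCtrl of the same replicate number in each of the 3 pairs. A hypothesis that fits these values is a copy-number difference, carried by part of the cells, between the separately selected shCtrl and shSCD lines. It would be a property of the lines and would not follow from loss of SCD activity. Genomic DNA, or a line made with another hairpin, would test it.

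Of the gene lists, 4 have members in the region. Without them the PERK-ATF4 list (mean 0.73) and the cell cycle list (mean 0.14, camera adjusted p 0.00999) stayed past the threshold and the phospholipid list (camera adjusted p 0.478) stayed short of it. The fatty acid oxidation list was lower by a mean of -0.10, and 3 of its 29 members, FABP4, FABP5 and DECR1, lie in the region. Without these 3 the mean was -0.044 and the camera adjusted p was 0.353. Without FABP4 alone the mean was -0.059 and the camera adjusted p was 0.198, a test chosen after the result was seen. With the region's median taken off the 3 members the mean was -0.072. The camera call of this list was thus lost without FABP4, which fell further (-1.21) than the region's median. The mean stayed negative without it (-0.059 against -0.10), but with no camera call this does not show that the remaining members were lower. The median of the whole list was -0.055. That median lay at percentile 5.02 of 10000 random lists matched on expression, inside their central range of -0.073 to 0.125.

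The PERK-ATF4 list rose more than the list of ATF6 and IRE1-XBP1 targets, by a difference of 0.53 in mean log2 fold change with the GC-content offset. GC content thus explained little of it. Expression level did not explain it either: the median of the PERK-ATF4 list lay at percentile 100 of 10000 random lists matched on expression, while that of the chaperone list lay at percentile 85.05. These values are consistent with a stress response in which the ATF4 arm is engaged more than the chaperone arms at this time point. That is a hypothesis, since other kinases than PERK also act through ATF4 and the lists were written from general knowledge. The NRF2 list kept a mean of 0.52 with the GC-content offset, so GC content does not account for its rise. Its camera adjusted p was 0.0949 with an estimated inter-gene correlation. The only gene it shares with the PERK-ATF4 list is SLC7A11, and without that gene its mean was 0.51. Leaving out SLC7A11 cannot show whether other members also respond to ATF4, which was not tested. The median of the interferon-stimulated genes lay at percentile 55.33 of matched lists, with 2 of them called higher and 2 lower.

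KLHDC7B and NCAM1 were close to absent in one group. KLHDC7B, on chromosome 22 (50545891 to 50551023), had 0, 2 and 1 counts in the shCtrl libraries and 58, 36 and 55 in the shSCD libraries, and was at least 17.2-fold higher in shSCD against a floor of 3 counts. NCAM1, on chromosome 11 (112961247 to 113278436), had 61, 48 and 44 counts in shCtrl and 1, 1 and 3 in shSCD, and was at least 15.3-fold lower. The median log2 fold change of the 10 nearest tested genes was 0.18 for KLHDC7B and -0.20 for NCAM1, so a copy-number change of the surrounding region does not explain either. Whether these genes respond to SCD or differ between the selected lines for another reason was not tested. Of the 5 called genes with a log2 change of 3 or more in size, the others were INHBE (3.68), NUPR1 (3.26) and RGS16, which was at least 5.49-fold higher. INHBE rested on 5, 1 and 2 counts in the shCtrl libraries and 35, 26 and 37 in the shSCD libraries, so its 3.68 is imprecise.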
